A study of Mus musculus with 26 samples.

How the data were processed

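RNA from mouse dorsal root ganglia (DRG, the clusters of sensory neurons beside the spinal cord) was sequenced in 26 libraries prepared with a TruSeq Stranded mRNA kit, per the labels' protocols. The authors deposited 2 count tables, one with 12 libraries of naive and injured ganglia and a supplemental one with 14 libraries (6 of cultured neurons and 8 of ganglia after sham surgery), each with a matching table of FPKM (fragments scaled by gene length and by library total). The deposited counts were whole numbers with a different total in each library, 1 value per gene. The aligner, the counting tool, the strand setting and any filter are stated in neither the labels nor the file headers. From the values, the deposited FPKM divided each count by the span of the gene including introns and by the library total: the implied length was the gene's span in the GENCODE M21 annotation of the mouse genome (GRCm38) within 0.1% for 99.4% of the genes with counts. The median ratio of gene span to exon length was 3.28, so FPKM in these tables is not an FPKM per exon length. Every value column belonged to a labelled sample.

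The tables hold 55401 genes by Ensembl identifier, of which 55141 (99.53%) were matched to a symbol. Coordinates are those of GRCm38 in GENCODE M21. The antisense pair *Tsix* and *Xist* had nearly identical counts in every library that is female by its transcripts (*Tsix* at 100% to 100.3% of *Xist*), so reads in a stretch shared by 2 genes were counted for both, whatever their strand. Genes that share their position with another counted gene are therefore uncertain, and the share of the neighbour's counts is given where such a gene is named.

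Total counts were 20169388 to 23540375 per library in the naive and injured ganglia, 25299938 to 88180611 in the neurons and 39306414 to 58751270 in the sham ganglia. The 10 most abundant genes took at most 3.42% of the counts of any library. The differences between replicates of a group exceeded counting noise in every pair (a chi-square per degree of freedom of 3.32 to 39.9), so no library was a copy of another of its group. Pairs across groups were not compared.

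Libraries were grouped by genotype, injury, tissue and side as the labels give them, and replicate numbers come from the labels. Both sides of each sham mouse come from one animal, per the labels, so the mouse pairs them. The deviations of the paired sides from their group means correlated across genes at -0.159 in the cKO mice and 0.229 in the control mice. Groups, comparisons, tests, gene lists, the rule for naming genes and all alternatives except 3 were fixed before the data were examined. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts, with genes kept by filterByExpr (minimum count 10, minimum total 15, by group), TMM normalization and 1 mean per group without covariates. The 12 naive and injured libraries were fitted together, as were the 6 neuron libraries and the 8 sham libraries. This left 21261, 23295 and 22160 genes, with a common biological coefficient of variation of 0.0986, 0.131 and 0.155. All 9 comparisons were contrasts of group means with Benjamini-Hochberg adjustment over the genes of the comparison, called at an adjusted p-value under 0.05 (two-sided). The standard error given with a log2 fold change is the fold change divided by the square root of the F statistic. CPM values are counts scaled by the TMM-adjusted library size, as edgeR's cpm function gives them, and errors are SD.

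The size of the whole injury response was compared between genotypes on log2 CPM (prior count 2). The value is the median over genes of the injury effect in cKO minus that in control, signed by the direction of the injury effect averaged over both genotypes. It was tested with a two-sided exact permutation test over the 400 relabellings of genotype within the naive and within the injured mice, whose smallest possible p is 0.005. Gene lists were tested with fry (limma 3.58.1) on the same fits, as a directional two-sided test, with Benjamini-Hochberg adjustment over 20 tests (4 lists in 5 comparisons). The lists were targets of the aryl hydrocarbon receptor (AhR), genes known to respond to nerve injury, genes of the integrated stress response, and genes of the circadian clock. Further lists of marker genes for cell types served only to test technical explanations.

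The genes named are *Ahr* and *Thy1* in every comparison, members of the 4 lists, all calls where a comparison had 5 or fewer, and otherwise the 3 with the smallest p in each direction. These 3 had a mean of at least 1 CPM, groups without overlap and a symbol that is not a clone or model name, and were not sex-linked. Other genes are named as chosen after their values were seen.

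The alternatives were DESeq2 1.42.0 with its own size factors, edgeR with RLE factors, no filter (at least 1 count), at least 10 counts in every library, an adjusted p under 0.1, and limma-trend on the deposited FPKM as log2(FPKM + 0.1). Further ones were the labelled sex and the replicate number as covariates, fits without the mice labelled male, fits of the compared groups alone, camera with a preset correlation of 0.01 for the lists, and leaving out each replicate in turn. After seeing the data, 3 more were added: the sex read from transcripts as a covariate, a crossed pairing of the sham mice, and the counts of both sides of each sham mouse summed. Also added then were the genotype effect averaged over naive and injured mice, the sham side effect by genotype, and the injury list in the sham mice.

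Counts were simulated with the real means, library sizes and dispersions, and 200 genes were changed by a log2 fold change of 1 to 2. The changed genes were drawn from abundant genes alone, so recovery among genes of low counts was not measured. The edgeR test recovered 200 of 200 in the design of the naive and injured libraries, 199 in that of the neurons and 195 in that of the sham libraries. False calls were 4.31%, 5.24% and 12.2% of all calls, against 12.3%, 19.2% and 23.1% with DESeq2. In the same simulations fry found the 1 raised list of 20 genes in all 3 designs and gave an unadjusted p under 0.05 for 6, 6 and 2 of 100 unchanged lists. The injury-size test gave -0.447 (exact permutation p 0.03) when the simulated response was 0.7 times as large in cKO, and -0.0071 (p 0.27) when it was equal. The simulated changes were all of the same size and in abundant genes alone, and 2090 genes entered the test. The real test used 7247 genes with changes of many sizes, so the simulation does not give its power.

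The labels gave no sequencing batch or date. Nothing deposited was left out, except that FPKM values served only for the alternatives that name them.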

Results

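Gene expression was measured by RNA sequencing in mice whose aryl hydrocarbon receptor gene (*Ahr*, which encodes AhR, a transcription factor activated by small-molecule ligands) was to be deleted in neurons. Conditional knockout (cKO) mice carried 2 floxed *Ahr* alleles and a *Thy1*-driven, tamoxifen-inducible Cre recombinase with a yellow fluorescent protein. Control mice carried 1 or 2 floxed alleles and no Cre. The naive and injured groups received tamoxifen at 28 weeks of age (100 mg/kg daily for 5 days). Lumbar DRG were taken 5 weeks later from naive mice and 1 day after a crush of the sciatic nerve from injured mice, with 3 mice per genotype in each. The supplemental libraries held semi-purified DRG neurons after 24 hours in culture (3 control, 3 cKO) and DRG taken 1 day after sham surgery from the operated (ipsilateral) and the other (contralateral) side of 2 mice per genotype. The labels state no tamoxifen treatment for the mice of these supplemental libraries. All ganglia were taken between 2 and 4 hours after lights on.

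Total counts per library were 20169388 to 23540375 in the 12 naive and injured libraries, 39306414 to 58751270 in the 8 sham libraries and 25299938 to 88180611 in the 6 neuron libraries. Neuron control replicate 1 had the fewest, and the other 5 had at least 60139821. Between 27700 and 32247 genes had counts in a library.

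The targeted gene was examined first. *Ahr* (ENSMUSG00000019256.17, chromosome 12, 35497974 to 35535038 in GRCm38, minus strand; an overlapping gene held counts equal to 2.86% of its own) was counted over its whole span. Its level was 22.2 ± 2.87 CPM in naive control and 25.02 ± 2.80 CPM in naive cKO ganglia (SD, n = 3 each), and 37.7 ± 1.3 and 39.7 ± 0.851 CPM in injured ganglia (n = 3 each). In neurons it was 50.8 ± 5.74 CPM in control and 49.1 ± 6.56 CPM in cKO (n = 3 each). In sham mice it was 16.6 ± 2.59 against 17.0 ± 0.708 CPM ipsilaterally and 13.5 ± 0.754 against 14.1 ± 0.293 CPM contralaterally (control against cKO, n = 2 each). The log2 fold change of cKO against control was 0.17 (SE 0.096, adjusted p 0.754) in naive and 0.07 (SE 0.092, adjusted p 1) in injured ganglia. It was -0.05 (SE 0.116, adjusted p 0.917) in neurons, 0.03 (SE 0.121, adjusted p 0.99) ipsilaterally and 0.06 (SE 0.122, adjusted p 0.96) contralaterally. None of these differences passed the threshold, and control and cKO values overlapped in every set except the injured ganglia, where cKO was the higher. The sign in neurons turned without control replicate 1 (0.026) or without cKO replicate 1 (0.021). The gene-level count of *Ahr* therefore does not check the genotype labels, and cKO and control denote the libraries labelled so throughout.

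*Thy1* (ENSMUSG00000032011.5, chromosome 9, 44043384 to 44048579, plus strand), whose promoter drives the transgene, separated the labelled genotypes in every set of libraries. It was at 742 ± 56.5 CPM in naive control and 1350 ± 86.5 CPM in naive cKO ganglia, and at 784 ± 23.9 and 1352 ± 108 CPM in injured ganglia (SD, n = 3 each). In neurons it was at 342 ± 100 and 691 ± 38.7 CPM (n = 3 each). In sham mice it was at 868 ± 41.5 and 1239 ± 44.1 CPM ipsilaterally and 839 ± 45.6 and 1374 ± 109 CPM contralaterally (n = 2 each). No control library overlapped a cKO library of the same set.

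**Figure D1:**
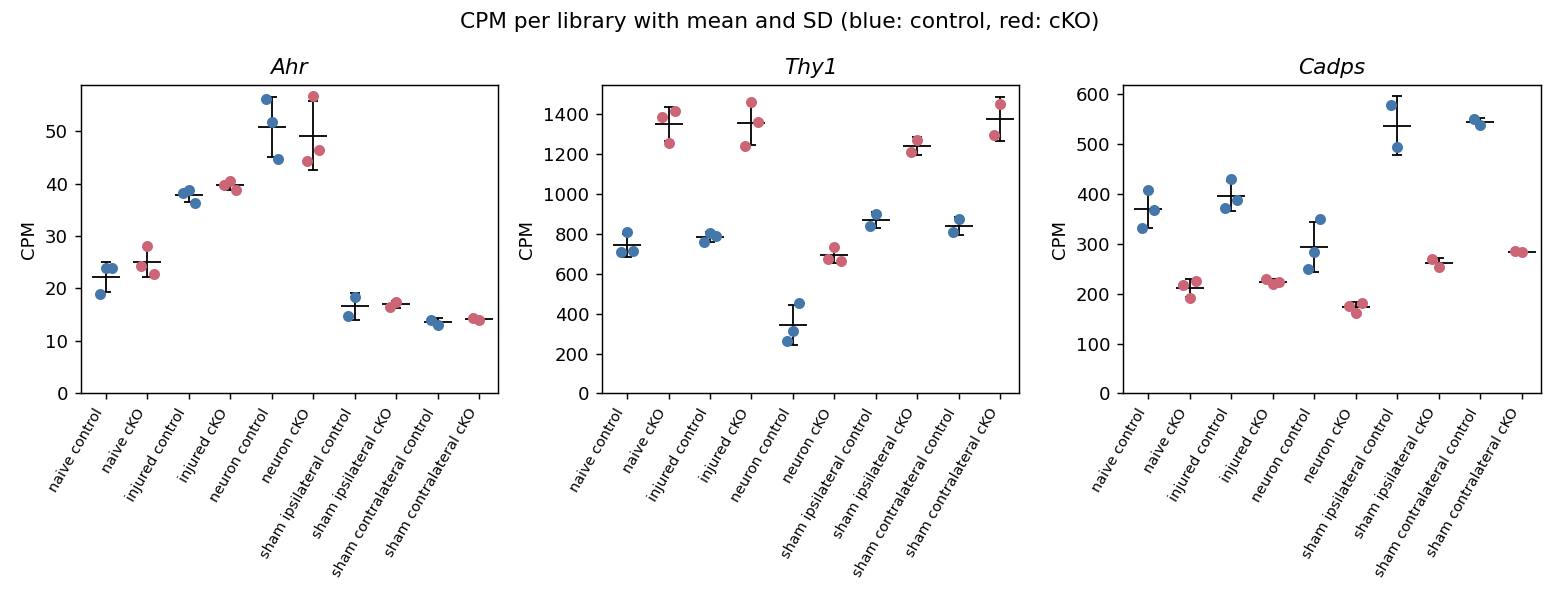
*Ahr*, *Thy1* and *Cadps* in CPM (vertical axis, linear, from 0) in each of the 26 libraries by group, with the group mean and SD as bars. *Ahr* overlaps between control (blue) and cKO (red) in naive ganglia, neurons and both sham sides, whereas *Thy1* is higher and *Cadps* lower in every cKO group than in its control group.

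Sex was read from *Xist* counts and the summed counts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. In 2 of 26 libraries the counts were not those of the labelled sex. Injured control replicate 3 is labelled male and had 338 *Xist* counts and 2 Y-linked counts. Injured cKO replicate 2 is labelled female and had 0 *Xist* and 1641 Y-linked counts. By transcripts, the 3 injured control mice were female and the injured cKO mice were 1 female and 2 males. Sex and genotype were thus unbalanced in the injured groups, while the labels give 1 male in each. All naive and neuron libraries were female and all sham libraries male by both measures.

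**Figure D2:**
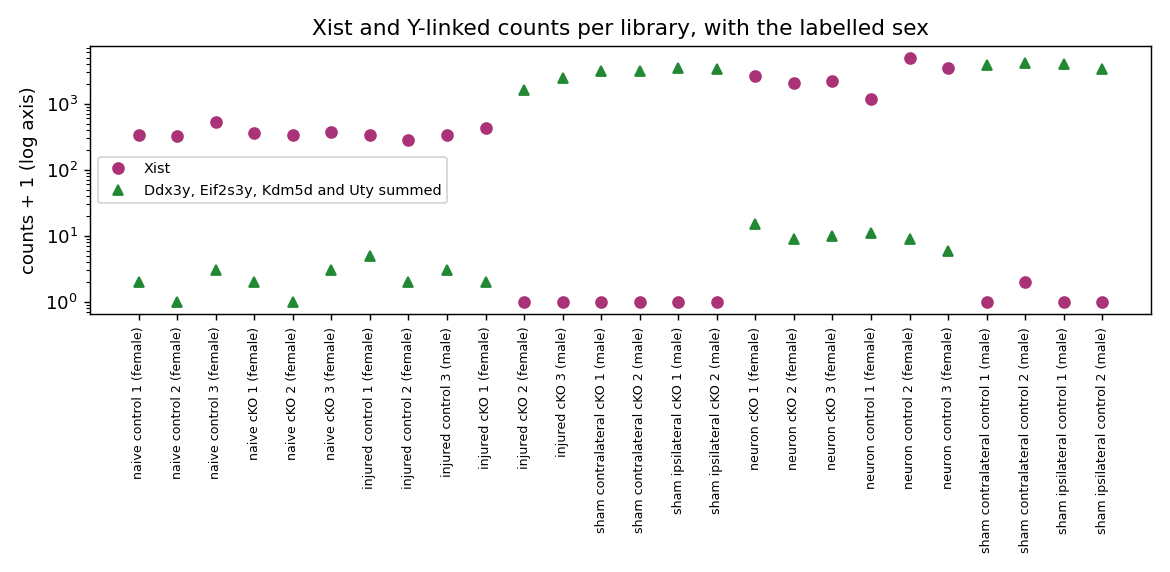
*Xist* counts (circles) and summed counts of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* (triangles) per library on a log axis of counts plus 1, with the labelled sex in brackets. Injured control replicate 3 shows the counts of a female library and injured cKO replicate 2 those of a male library.

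The comparison of cKO with control in naive ganglia asks what the loss of AhR changes before injury. Of 21261 genes, 2 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. *Thy1* was higher in cKO (log2 fold change 0.86, SE 0.076, adjusted p 0.00191; higher in 3 of 3 cKO libraries than in any control). *Cadps* (ENSMUSG00000054423.14, chromosome 14, 12372563 to 12823079, minus strand; overlapping genes held at most 2.41% of its counts), which encodes a protein of vesicle exocytosis, was lower. It fell from 369 ± 38.1 to 211 ± 18.2 CPM (log2 fold change -0.81, SE 0.085, adjusted p 0.00739, n = 3 each, lower in 3 of 3). A total of 1232 genes had an unadjusted p under 0.05, where chance gives 1063, and 11.5% of genes had groups without overlap, where chance gives 10%. Fitting the 6 naive libraries alone gave 0 calls, as did the replicate number and the labelled sex together as covariates. *Cadps* was no longer called without control replicate 3, cKO replicate 1 or cKO replicate 2, each leaving *Thy1* as the 1 call.

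In injured ganglia the same 2 genes were called: *Thy1* (log2 fold change 0.79, SE 0.075, adjusted p 0.00521) and *Cadps* (396 ± 30.1 CPM in control, 224 ± 5.71 CPM in cKO, n = 3 each; log2 fold change -0.82, SE 0.085, adjusted p 0.0059). An unadjusted p under 0.05 was found for 579 genes, fewer than the 1063 of chance, and 8.72% of genes had groups without overlap. Why the count fell below chance was not tested, and it does not strengthen the lack of other calls. With sex read from transcripts as a covariate, the log2 fold changes were 0.66 for *Thy1* and -0.79 for *Cadps*. Only the injured cKO group held males by transcripts, so that fit compares injured cKO replicate 1 alone with the controls. Its calls therefore do not tell whether sex lies behind either gene. Without injured cKO replicate 1, the only female of its group by transcripts, 15 genes were called, among them *Xist*, *Tsix*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Without injured cKO replicate 3, 0 were called.

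Nerve crush was compared with no injury within each genotype. In control mice 4601 genes were called, 2744 higher and 1857 lower after injury, of which 480 rose and 149 fell at least 2-fold. The groups did not overlap for 38.1% of genes (10% by chance). The 3 genes with the smallest p among those that rose were *Atf3*, *Gadd45a* and *Steap1*. *Atf3* (ENSMUSG00000026628.13, chromosome 1, 191170296 to 191218039, minus strand) went from 13.4 ± 0.884 to 671 ± 73.4 CPM (log2 fold change 5.64, SE 0.191, adjusted p 3.47e-08, n = 3 each). *Gadd45a* (ENSMUSG00000036390.8, chromosome 6, 67035096 to 67037457, minus strand; an overlapping gene held 29.2% of its counts) went from 22.9 ± 1.64 to 217 ± 24.8 CPM (3.24, SE 0.126, adjusted p 7.57e-08). *Steap1* (ENSMUSG00000015652.9, chromosome 5, 5736317 to 5749326, minus strand) went from 2.15 ± 0.225 to 18.8 ± 2.50 CPM (3.13, SE 0.125, adjusted p 7.57e-08). The 3 that fell were *Fam69b* (ENSMUSG00000036186.5, chromosome 2, 26628457 to 26636497, plus strand), *Myadml2* (ENSMUSG00000025141.3, chromosome 11, 120646031 to 120648158, minus strand) and *Kcnj11* (ENSMUSG00000096146.2, chromosome 7, 46093953 to 46100764, minus strand). Their log2 fold changes were -0.81 (SE 0.062, adjusted p 5.27e-06), -1.39 (SE 0.119, adjusted p 1.26e-05) and -0.83 (SE 0.077, adjusted p 2.11e-05). *Fam69b* is uncertain, since an overlapping gene held counts equal to 143% of its own, and for *Myadml2* this share was 20.3%.

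In cKO mice 3962 genes were called, 2285 higher and 1677 lower, of which 475 rose and 103 fell at least 2-fold; 36.1% of genes had groups without overlap. *Atf3* went from 13.3 ± 3.42 to 646 ± 122 CPM (log2 fold change 5.60, adjusted p 3.84e-08), and *Gadd45a* (3.26, adjusted p 8.91e-08) and *Steap1* (3.01, adjusted p 1.24e-07) again followed. The 3 that fell were *Grhl3* (ENSMUSG00000037188.7, chromosome 4, 135541888 to 135573630, minus strand; -1.15, SE 0.098, adjusted p 1.44e-05), *Prokr1* (ENSMUSG00000049409.9, chromosome 6, 87578591 to 87590743, minus strand; -1.001, SE 0.086, adjusted p 1.46e-05) and *Amigo3* (ENSMUSG00000032593.5, chromosome 9, 108053159 to 108055701, plus strand; -1.01, SE 0.096, adjusted p 3.34e-05). *Amigo3* is uncertain, as an overlapping gene held counts equal to 408% of its own. Naive cKO mice were all female and injured cKO mice 2 of 3 male by transcripts. A fit with that sex as a covariate rests on the only female injured cKO mouse. With that sex as a covariate, 1414 genes were called (995 higher, 419 lower), of which 1325 were among the 3962.

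*Ahr* itself rose after injury, by a log2 fold change of 0.77 in control (SE 0.094, adjusted p 0.000157) and 0.66 in cKO (SE 0.094, adjusted p 0.00046). *Thy1* did not change past the threshold in control (0.08, SE 0.075, adjusted p 0.503) or in cKO (0.002, SE 0.075, adjusted p 0.988).

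The injury responses of the genotypes were then compared, which asks whether AhR alters the response to a lesion. Both genotypes shared 2996 injury calls, all in the same direction. Of the 1605 genes called in control only, 1545 changed in the same direction in cKO, and of the 966 called in cKO only, 920 did so in control. The log2 fold changes correlated across the tested genes (Pearson r 0.801), although genes are not independent replicates. The interaction of genotype and injury called 0 genes, with 627 at an unadjusted p under 0.05 against 1063 by chance. It was -0.10 for *Ahr* (SE 0.133, adjusted p 1) and -0.08 for *Thy1* (SE 0.106, adjusted p 1). Why the 627 genes were fewer than chance was not tested, and this adds no weight to the 0 calls. Without injured cKO replicate 1 the interaction called 8 genes. Over the 7247 genes called for the averaged injury effect (3912 higher, 3335 lower), the injury effect in cKO minus that in control had a median of -0.022 (log2, signed by direction; two-sided exact permutation p 0.575, smallest possible p 0.005). That value became 0.011 without injured cKO replicate 1.

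**Figure D3:**
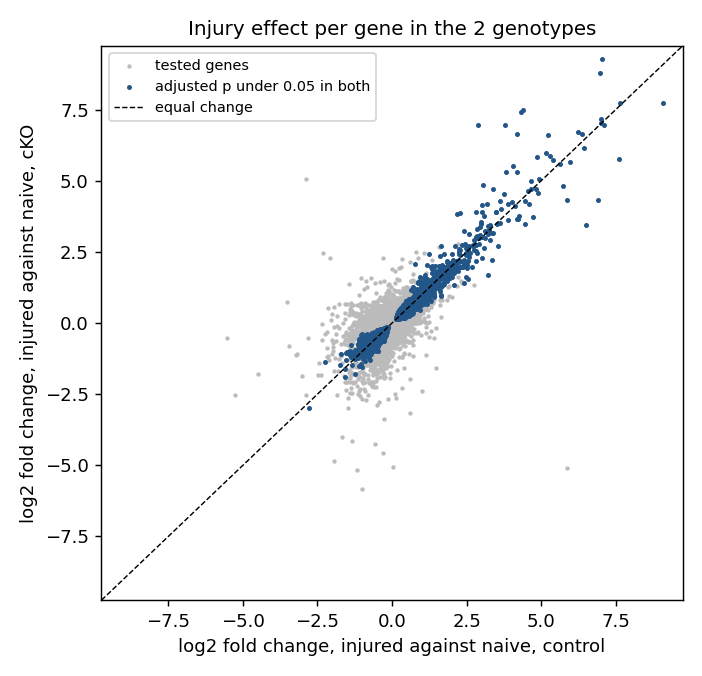
Log2 fold change of injured against naive ganglia in control (horizontal axis) and cKO (vertical axis) for each of the 21261 tested genes. Blue points are the 2996 genes called in both genotypes, which all changed in the same direction and lie along the dashed line of equal change.

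Gene lists were tested with fry. After injury in control mice, the injury list rose (mean log2 fold change 2.34 over 21 genes, adjusted p 5.88e-06), with 20 genes called over all genes tested and 20 adjusted over the list alone. The integrated stress response list rose (0.57 over 13 genes, adjusted p 0.000666; 10 and 10 called), as did the clock list (0.23 over 16 genes, adjusted p 0.0048; 5 over all genes and 8 adjusted over the list alone). The AhR target list rose slightly (0.14 over 9 genes, 5 of them higher, adjusted p 0.0103). Of these, 2 were called over all genes and 2 adjusted over the list alone, *Cyp1b1* (log2 fold change 0.83, SE 0.077, adjusted p 2.25e-05) and *Tiparp* (0.41, SE 0.077, adjusted p 0.00275). The higher genes besides these were the *Ugt1a* members, which overlap each other and share nearly all their counts, so they are not independent. *Cyp1a1* (-0.487), *Ahrr* (-0.22), *Nqo1* (-0.106) and *Aldh3a1* (-0.003) were lower, none past the threshold. *Cyp1b1* rose in cKO too (0.783, SE 0.077, adjusted p 4.07e-05 in edgeR's test). The list was not tested for injury in cKO, so its rise in control does not by itself show activation of AhR. Under camera with its preset correlation, the AhR target list was not called (adjusted p 0.138; its alternatives ranged from 0.0084 to 0.138), and the other lists called by fry were called too.

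None of the 4 lists differed past the threshold between genotypes in naive ganglia (mean log2 fold changes -0.10 to -0.02, each adjusted p 0.911). The same held in injured ganglia (-0.15 for AhR targets, -0.08 for injury response, 0.02 for stress response and -0.10 for clock, adjusted p 0.405 to 0.911) and for the interaction (-0.12, -0.06, 0.12 and -0.07, adjusted p 0.507 to 0.911). In these comparisons 0 list members were called over all genes and 0 adjusted over the list alone.

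The culture comparison asks what differs between genotypes in neurons. Of 23295 genes 0 were called; the smallest adjusted p was 0.0747, and 1863 genes had an unadjusted p under 0.05 against 1165 by chance. The groups did not overlap for 15.2% of genes. *Thy1* was higher (log2 fold change 1.01, SE 0.182, adjusted p 0.298) and *Cadps* lower in cKO (294 ± 50.1 against 172 ± 10.8 CPM, n = 3 each; -0.77, SE 0.121, adjusted p 0.197), each in 3 of 3 libraries, but neither passed the threshold. DESeq2 called 165 genes (76 higher, 89 lower), the largest departure among the alternatives. Without control replicate 1, the library of lowest depth, edgeR called 15 genes (2 higher, 13 lower), and without control replicate 3 it called 6. The clock list was lower in cKO (mean log2 fold change -0.15, 15 of 16 genes lower, adjusted p 0.0367; 0 genes called over all genes and 0 adjusted over the list alone). That call was lost in 5 of the 6 fits that left out one replicate (mean log2 fold changes -0.18 to -0.13), all but the one without control replicate 3, and its alternatives ranged from an adjusted p of 0.000583 to 0.188. The AhR target (-0.10, adjusted p 0.507), injury response (0.14, adjusted p 0.174) and stress response lists (-0.02, adjusted p 0.898) did not pass. Of the injury response list, 0 genes were called over all genes and 2 adjusted over the list alone.

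Sham surgery gives the background of the operation without a nerve crush, with 2 mice per genotype. On the operated side 1 of 22160 genes was called between genotypes, *Cadps*, at 537 ± 59.6 CPM in control and 262 ± 10.5 CPM in cKO (n = 2 each; log2 fold change -1.04, SE 0.080, adjusted p 0.0372). There were 1682 genes at an unadjusted p under 0.05 against 1108 by chance. Without a filter on low counts 626 genes were called. On the other side 0 genes were called, with 1160 at an unadjusted p under 0.05; *Cadps* was at 544 ± 8.23 against 284 ± 1.70 CPM (-0.94, SE 0.080, adjusted p 0.0694). *Thy1* had a log2 fold change of 0.51 ipsilaterally (SE 0.079, adjusted p 0.498) and 0.71 contralaterally (SE 0.079, adjusted p 0.105).

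Between the sides, averaged over genotypes, 1 gene was called, *Gal* (ENSMUSG00000024907.7, chromosome 19, 3409915 to 3414544, minus strand), which encodes the neuropeptide galanin. Ipsilaterally it was at 32.6 ± 0.677 CPM in control and 54.3 ± 4.81 CPM in cKO mice, and contralaterally at 17.8 ± 0.0843 and 16.7 ± 0.234 CPM (n = 2 each; side effect 1.29, SE 0.058, adjusted p 0.000659, higher in 4 of 4 mice). In all, 1675 genes had an unadjusted p under 0.05 against 1108 by chance. With the mouse as a block, which pairs the sides of one animal, 4 genes were called: *Gal*, *Ecel1*, *Adcyap1* and *Chrna3*, the last 2 named after their values were seen. The number of calls changed with the mice included: 0 without control mouse 1 (1520 at an unadjusted p under 0.05) or without control mouse 2 (1141), and 41 without cKO mouse 1. The side effect of *Gal* itself was 1.23 to 1.33 in the 4 fits that each left out one mouse. *Ahr* had a side effect of 0.28 (SE 0.086, adjusted p 0.512) and *Atf3* one of 3.23 (SE 0.424, adjusted p 0.147), the latter from ipsilateral values between 42.3 and 180 CPM.

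**Figure D4:**
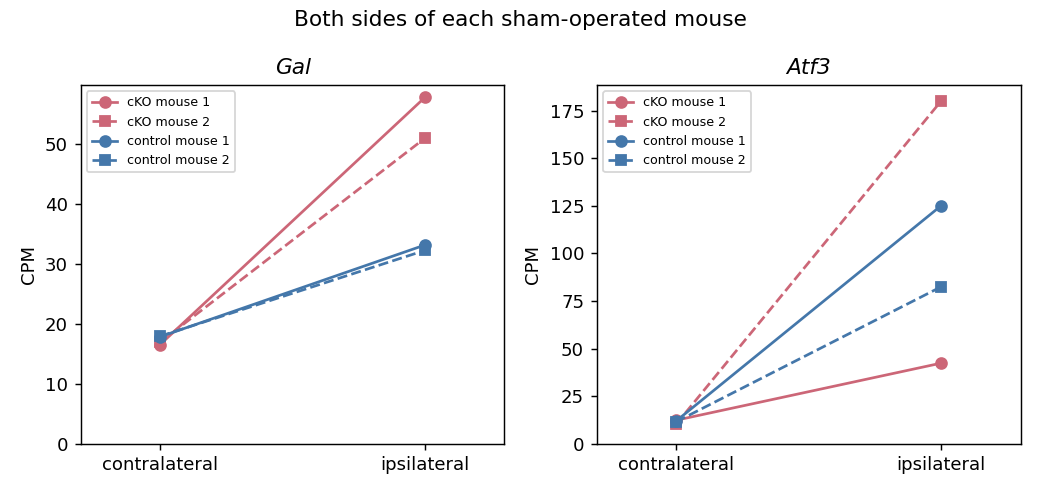
*Gal* and *Atf3* in CPM (vertical axis, linear, from 0) on the contralateral and ipsilateral side of each sham mouse, with a line joining both sides of one animal (red: cKO, blue: control). *Gal* is higher ipsilaterally in all 4 mice and reaches 57.7 CPM in cKO mouse 1, the mouse with the lowest ipsilateral *Atf3* (42.3 CPM).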

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

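The interaction of genotype and injury was fixed beforehand as a comparison. Its use on a set of named genes, and the other tests in this part, were chosen only after the results were seen. The cKO effects on 13 named genes were compared between settings in 130 pairs, and for each gene the injury effect and the sham side effect were tested for a difference between genotypes, in 26 tests.

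In 3 of the 130 pairs every cKO library lay above every control library in one setting and below in the other. *Grhl3* had a log2 fold change of 0.29 in naive ganglia (9.62 ± 0.392 CPM in control, 11.8 ± 0.469 CPM in cKO, n = 3 each) and of -0.14 in the ipsilateral sham ganglia (13.4 ± 0.262 and 12.2 ± 0.128 CPM, n = 2 each). *Gal* had one of 0.72 in neurons (23.4 ± 3.76 and 38.7 ± 9.19 CPM, n = 3 each) and of -0.09 in the contralateral sham ganglia (17.8 ± 0.0843 and 16.7 ± 0.234 CPM, n = 2 each). These 2 differences were not tested, since the libraries belong to separate fits. The other pair, *Gal* at 0.73 ipsilaterally and -0.09 contralaterally, is one of the tested differences and is taken up below. Groups of 2 and 3 that change at random give 2.22 such pairs of 130, so the number found may be no more than chance. None of the effects passed the threshold over all genes in its own comparison. Sex (naive mice and cultures female, sham mice male), surgery and culture differ between the settings and stay open as untested biological explanations.

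Of the 26 tests, 2 passed an adjusted p of 0.05 within these 26, and neither did over all genes (adjusted p 1 in each). The first was *Gal* in the sham mice, whose rise on the operated side was larger in cKO. The difference was 0.83 on the log2 scale (SE 0.115, p 0.000112 in edgeR's quasi-likelihood test, adjusted p 0.00291 over the 26 tests). *Gal* rose 3.49-fold and 3.02-fold in the 2 cKO mice and 1.87-fold and 1.80-fold in the 2 control mice. Over all 22160 genes this contrast called 0, with 904 at an unadjusted p under 0.05. These values and the p for *Gal* come from the fit of group means, which does not pair the sides of one mouse. Muscle RNA in the operated side of cKO mouse 2 does not account for the difference: cKO mouse 1, whose operated side had few muscle counts, still rose 1.87 times as much as the higher of the control mice. No counted gene overlaps *Gal*. A larger disturbance of the nerve in the 2 cKO mice could also raise *Gal*. The other 21 genes of the injury list had a mean difference of 0.13, 12 of them positive, and *Atf3* rose least in the mouse in which *Gal* rose most (3.45-fold in cKO mouse 1, 17.7-fold in cKO mouse 2). With members going both ways and 2 mice per genotype, that explanation cannot be told apart from an effect of genotype. In the crushed ganglia, the interaction for *Gal* was -0.02 (p 0.939).

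The second was *Myadml2*, which fell less after crush in cKO. It went from 7.80 ± 0.328 to 2.98 ± 0.443 CPM in control and from 7.02 ± 0.745 to 4.13 ± 0.165 CPM in cKO (n = 3 each; interaction 0.62, SE 0.166, p 0.00282 in edgeR's quasi-likelihood test, adjusted p 0.0367 over the 26 tests). Leaving out each replicate in turn gave 0.50 to 0.71. Sex read from transcripts as a covariate gave 0.68, in a fit that rests on the only female injured cKO mouse. The overlapping antisense gene *Myadml2os* had an interaction of -0.001, so its counts do not carry the difference. *Myadml2* was named for its small p in control mice, and such a choice favours genes whose fall in control is overestimated. The 100 genes that fell with the smallest p in control had a median interaction of 0.10, with 75 above 0, and 3 had one at or above that of *Myadml2*, itself included. Selection may therefore make up part of the value or all of it, which cannot be told apart here because the same libraries chose the gene and gave the interaction. No biological explanation was tested.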

How the results depend on the processing

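Nearly all of the variation between alternatives concerned comparisons with few or no calls. In the counts below, the cause of a change was not tested unless one is given.

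For cKO against control in naive ganglia, 2 genes were called. The replicate block gave 1, the block with the labelled sex 0 (1088 genes at an unadjusted p under 0.05), leaving out the mice labelled male 1, and the 6 naive libraries alone 0 (1008). Leaving out each replicate in turn gave 1 to 2, with 1 without control replicate 3, cKO replicate 1 or cKO replicate 2. In injured ganglia, where the same 2 were called, the block with the labelled sex and leaving out the mice labelled male each gave 0 (501 and 514 at an unadjusted p under 0.05). With sex read from transcripts the effect rests on injured cKO replicate 1 alone, so its calls are not counted here. Leaving out each replicate in turn gave 0 (without cKO replicate 3; 529 at an unadjusted p under 0.05) to 15 (without cKO replicate 1, which leaves 2 males by transcripts against 3 females; *Thy1* and *Cadps* were among them). All these fits kept the directions of *Thy1* and *Cadps*. DESeq2, RLE factors, both filters and limma-trend gave counts within 1.5 times the reported ones in both comparisons.

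For the injury effects, no alternative fixed before the data were examined changed the counts by over 1.5 times. Leaving out each replicate in turn gave 3116 to 4072 calls in control against 4601, and 2660 to 3747 in cKO against 3962. Sex read from transcripts, chosen after seeing the data, gave 1414 in cKO; in that fit the effect rests on 1 female injured cKO mouse, and 1325 of the calls were among the 3962. The interaction stayed at 0 calls (627 at an unadjusted p under 0.05 as reported) under every alternative except leaving out each replicate in turn, which gave 0 to 8. The 8, without injured cKO replicate 1, included *Xist*, *Tsix* and *Eif2s3x*, which differ between the sexes.

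For the neurons, where 0 genes were called (1863 at an unadjusted p under 0.05), DESeq2 gave 165, an adjusted p under 0.1 gave 9, limma-trend gave 1, no filter gave 27, and the replicate block 5 (*C3*, *Hbb-bs*, *Il1b*, *Lyz2* and *Nlgn1*, named after their values were seen). Leaving out each replicate in turn gave 0 to 15, the 15 without control replicate 1 and 6 without control replicate 3. In the simulations DESeq2 had 19.2% false calls in this design against 5.24% for edgeR.

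For the sham genotypes, ipsilaterally 1 gene was called. DESeq2 gave 152, limma-trend 0 (1465 at an unadjusted p under 0.05), no filter 626, the replicate block 3, both sides of each mouse summed 0 (1387, chosen after seeing the data), and the 2 groups alone 0 (1244). Contralaterally 0 genes were called (1160 at an unadjusted p under 0.05), and DESeq2 gave 29, an adjusted p under 0.1 gave 2, limma-trend 2, no filter 59, and the 2 groups alone 1. The deviations of same-numbered cKO and control mice from their group means correlated at -0.004 ipsilaterally and -0.115 contralaterally. The crossed pairing of the contralateral ganglia, added for that reason after seeing the data, gave 0 calls (1237 at an unadjusted p under 0.05). Leaving out 1 sham mouse leaves a genotype with 1 mouse, so this was not run for the genotype comparisons. For the side effect, 1 gene was called; DESeq2 gave 200, an adjusted p under 0.1 gave 2, no filter 381, the mouse as a block 4, control mice alone 0 and cKO mice alone 0 (852 and 1853 at an unadjusted p under 0.05). Leaving out each mouse in turn gave 0 (without control mouse 1 or control mouse 2; 1520 and 1141) to 41 (without cKO mouse 1). In the sham design the simulations gave 12.2% false calls for edgeR and 23.1% for DESeq2, and with 2 mice per genotype these counts bear no finer reading.

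Replicate numbers did not pair the naive and injured libraries, whose same-numbered deviations correlated at -0.418 to 0.412, nor the neurons, at 0.0642, 0.12 and 0.221 (not all above 0.1). In those libraries the block therefore removes degrees of freedom for a number the samples merely share, and a call lost under it is not a weaker effect.

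The size of the injury response was -0.022 (exact permutation p 0.575). The genes lowered by injury alone gave 7.02e-05, which is a reversal in sign only (p 1), and leaving out each replicate in turn gave -0.051 to 0.011 (the latter without injured cKO replicate 1); the 5 other alternatives on genes or scaling and the fit without mice labelled male kept the sign, and no alternative passed 0.05.

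Of the lists, the AhR targets after injury kept a mean log2 fold change of 0.14 under camera but not the threshold (adjusted p 0.138); each replicate left out in turn gave 0.067 to 0.19, with the call lost without naive control replicate 2 (adjusted p 0.0558). The clock list in neurons gave -0.15 under the replicate block (adjusted p 0.188) and -0.14 without a filter (adjusted p 0.0535), and each replicate left out gave -0.18 to -0.13. Among these 6 fits the call was kept without control replicate 3 alone. Over all alternatives its adjusted p ranged from 0.000583 to 0.188, and that of the AhR targets after injury from 0.0084 to 0.138. The injury list's interaction was 0.001 without a filter.

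Lists near 0 changed sign when replicates were left out in turn. Among genotype effects in naive ganglia, AhR targets ranged from -0.053 to 0.013 (above 0 without control replicate 3), the injury list from -0.183 to 0.040 (above 0 without control replicate 1, cKO replicate 1 or cKO replicate 2) and the clock list from -0.118 to 0.039 (above 0 without control replicate 3, cKO replicate 1 or cKO replicate 3). In injured ganglia the injury list ranged from -0.220 to 0.043 (above 0 without cKO replicate 1) and the stress response list from -0.077 to 0.122 (below 0 without cKO replicate 2 or cKO replicate 3). In neurons the stress response list ranged from -0.051 to 0.015 (above 0 without control replicate 1). For the interaction the injury list ranged from -0.205 to 0.104 (above 0 without naive cKO replicate 3 or injured cKO replicate 1) and the clock list from -0.133 to 0.024 (above 0 without naive cKO replicate 2). None of these passed the threshold.

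Among named genes, the effect of injury on *Thy1* in cKO, 0.002, became -0.002 with the labelled sex, -0.001 with the replicate block, -0.004 with both and -0.12 with sex read from transcripts, and ranged from -0.064 to 0.047 with replicates left out (below 0 without naive cKO replicate 2, injured cKO replicate 2 or injured cKO replicate 3). The interaction for *Ahr* ranged from -0.17 to 0.003 (above 0 without naive control replicate 1) and its neuron effect from -0.166 to 0.026 (above 0 without control replicate 1 or cKO replicate 1). Of the other changes for named genes, 16 lost and 10 gained a call with the direction kept, 8 of the gains under DESeq2. The remaining 461 kept direction and side of the threshold.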

Other observations

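The counts of other splits, the check of the labelled sex and the fit without the mice labelled male were fixed beforehand. So were the naive comparison and the neuron fit that left out control replicate 1. The other tests in this part were chosen only after the results were seen.

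Other splits of the same libraries were fitted in the same way. For cKO against control in naive ganglia, 2 of the 10 splits of the 6 samples gave as many genes with an adjusted p under 0.05, and in injured ganglia 1 of 10 did, the real one. For injury, the real split was the 1 of 10 in control and the 1 of 10 in cKO with as many calls, where another split gave at most 0 and 2. In neurons all 10 of 10 splits gave at least the 0 calls of the real one (1863 genes at an unadjusted p under 0.05), and the most in another split was 3. With 3 against 3 the share is never under 0.1. For the interaction, 100 of 100 drawn splits gave at least the 0 calls of the real one (627 at an unadjusted p under 0.05), and 10 of the others made calls, up to 251.

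The other split of the naive libraries that made calls set control 1, control 3 and cKO 2 against the rest and gave 521 genes (443 higher, 78 lower), many more than genotype did. The sides had equal depth (ratio of mean totals 0.995). A lower share of neurons alone would raise the markers of all other cell types alike, but those of endothelium exceeded those of satellite glia by 0.48 on the log2 scale. Schwann cell, fibroblast and endothelium markers all rose (the lowest mean log2 fold change was 0.42), while neuron markers fell by 0.17 and satellite glia markers moved by 0.06. Macrophage markers were higher too (0.51). The means were also higher for blood (0.20), skeletal muscle (1.18) and adipose markers (0.99) and lower for spinal cord markers (-0.30), but their summed CPM overlapped between the sides. For blood they were 399 to 611 against 263 to 587 CPM, for muscle 2.61 to 29.5 against 3.39 to 12.1 CPM, and for adipose 6.24 to 28.4 against 6.28 to 12.2 CPM. The highest of each of these 3 was control 1. Fibroblast sums overlapped as well (843 to 1030 against 546 to 889 CPM). The 6 Schwann cell markers summed to 4520 to 5710 CPM on one side and 3620 to 4240 CPM on the other. They were thus abundant on both sides, and no value separates the ganglion from attached nerve. A list of 7 immediate early genes was higher too (0.21), without overlap of the sums (111 to 145 against 96 to 104 CPM). A candidate explanation for the Schwann cell, fibroblast and endothelium markers is more nerve, vessel and connective tissue left on those ganglia. Whether that would also raise the immediate early genes was not tested. No biological explanation was tested.

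The counts of 2 libraries were not those of their labelled sex, injured control replicate 3 and injured cKO replicate 2. A wrong sex label on both would account for this. An exchange of the 2 libraries between genotypes would not, since *Thy1* was 1.84 times as high in the library labelled cKO as in the one labelled control, as in the other libraries of their genotypes. A sex difference between the injured and naive control mice is not behind the control calls, since 0 of these 6 libraries are male by transcripts. Of the cKO calls, 75.6% were also made in these controls, so sex does not make up the cKO calls as a whole. The fit without the mice labelled male made 71.9% of the control calls again but bears on sex in no way, because the control mouse it leaves out is female by transcripts.

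*Cadps* was lower and *Thy1* higher in cKO in each set of libraries, and averaged over naive and injured mice these were the 2 genes called (log2 fold changes -0.81 and 0.83, with 1242 genes at an unadjusted p under 0.05). A change shared across the surrounding chromosome region is argued against by the neighbours within 1.5 Mb that had a mean of at least 1 CPM. Their median log2 fold change was -0.026 for the 12 near *Cadps* (-0.068 to 0.084) and 0.002 for the 63 near *Thy1* (-0.421 to 0.205). Neighbours cannot exclude a change confined to the gene itself. *Gm48239*, named after its values were seen, overlaps *Cadps* and was under 1 CPM in these ganglia. It was lower too (-0.459 in naive and -0.805 in injured mice), but overlapping genes can share counts. Gene length is excluded by the genes spanning over 200 kb, whose median was 0.063. Sex is excluded by the naive mice, which are all female and gave -0.81 for *Cadps*. The floxed alleles alone are excluded by the controls with 2 floxed alleles, of which the lowest was at least 1.38 times the highest cKO library in each of the 3 sets. The transgene or its insertion site may lower *Cadps* apart from the loss of AhR. These cannot be told apart, since 0 libraries had one without the other by the labels. In the neurons and the sham mice, for which no tamoxifen is stated, the loss of AhR is itself less sure. For *Thy1*, reads of the transgene's own *Thy1* sequence may add to the counts. The 1.82-fold rise in naive mice cannot be told apart from a change of the native gene in counts per gene.

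*Ahr* was not lower in cKO in any set of libraries past its spread. Recombination that removes 1 exon may leave the rest of the transcript counted. The largest internal exon of the longest *Ahr* transcript holds 22.8% of its exonic length, a loss that a count over the whole gene might not show, and which exon is floxed is not in the labels. Cells without the recombination may also supply the transcripts. The cultures leave this open. The summed CPM of 10 neuron markers was 0.546 times that of the naive ganglia, so the cultures are not richer in neurons by that measure. Schwann cell sums were lower too (679.8 to 855.7 against 3619 to 5710 CPM), as were fibroblast sums (208.8 to 386.5 against 545.8 to 1033 CPM). Endothelium sums were higher (852.1 to 1322 against 96.11 to 170.1 CPM) and satellite glia sums overlapped (1408 to 2288 against 1765 to 2012 CPM). The share of neurons may therefore have risen relative to Schwann cells but not to endothelium. For the neurons and the sham mice the labels state no tamoxifen, which the Cre needs, so incomplete or absent deletion also stays open there. The AhR target *Cyp1a1* was at 368 ± 40.1 CPM in control and 293.6 ± 38.5 CPM in cKO cultures (SD, n = 3 each). Its log2 fold change was -0.326 (SE 0.117, adjusted p 0.579 in edgeR's test). In naive ganglia it was at 0.4634 CPM in control and 0.3969 CPM in cKO. This target thus stayed high in cKO cultures, and the counts cannot tell which cells it came from. None of these explanations was settled by counts per gene.

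In neurons, leaving out control replicate 1 gave 15 calls, 13 of them lower in cKO, among them *Xist*, *Tsix* and the noncoding RNAs *Malat1*, *Meg3*, *Miat* and *Snhg11*, named after their values were seen. *Malat1* was at 230 ± 55.4 CPM in control and 104 ± 1.24 CPM in cKO (SD, n = 3 each). The lower depth of control replicate 1 is not the cause: after the other 5 libraries were thinned to its 25299938 counts, all 6 libraries gave 1 call and the fit without it still gave 15, of which 14 were among the first 15. A lower share of unspliced RNA in cKO was tested over the genes not called. The tenth with the longest span per exonic length differed from the tenth with the shortest by -0.007 (log2). This argues against a lower share across those genes as a whole. It cannot exclude unspliced RNA as a cause of the calls, since the called genes were left out. The test also does not bear on spliced RNA kept in the nucleus, which was not tested and stays open. Control replicate 1 had the highest marker sums of the 6 libraries for satellite glia (2288 against 1408 to 1712 CPM) and endothelium (1322 against 852.1 to 1034 CPM). The same held for Schwann cells (855.7 against 679.8 to 745.3 CPM), whereas its neuron, macrophage and fibroblast sums lay within the range of the others. Whether this bears on the calls was not tested. What sets control replicate 1 apart stays open, and genotype stays untested as a biological explanation of these calls.

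Muscle transcripts were high in 1 sham library, ipsilateral cKO replicate 2. The 6 muscle markers summed to 1909 CPM there and to between 3.95 and 353 CPM in the other 7. Of 6 further abundant muscle genes, 6 were highest in this library (*Atp2a1* at 460 against at most 73.4 CPM elsewhere among the sham libraries), which is consistent with skeletal muscle carried along at dissection. The injury list was higher on the sham-operated side (mean log2 fold change 0.91, 21 of 22 genes higher, fry p 0.00392, and 0.0188 with the mouse as a block). Muscle is not its cause, since the mean was 0.82 without cKO mouse 2. Disturbance of the nerve by the surgery itself was not tested.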
